A study of Quercus robur with 27 samples.

How the data were processed

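Polyadenylated RNA from galls and leaves of pedunculate oak (Quercus robur) was sequenced in 27 samples. Per the labels' protocols, all tissue came from a single mature tree, RNA was extracted by a modified CTAB method and treated with DNase, and libraries were prepared after poly(A) enrichment. The samples were grouped by their titles into 9 groups of 3, and the title of each sample also gave its replicate number. Because the tissue came from 1 tree, the 3 samples of a group are separate samples of that tree and not separate trees.

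The authors deposited 2 tables for the whole series. Per the file headers, one holds estimated counts and the other holds TPM, an abundance scaled to a fixed total per library, and both have 1 row per target sequence. The aligner or quantifier, its version, the target sequences and any filter on rows are not given in the sources used here.

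The value columns were not used. Each table has 27 of them, named by a letter (R or S, the latter in lower case in the TPM table) and a running number, and none of these names occurs in the title, source name, characteristics or protocols of any sample or in the text describing the series. From these sources and the searched part of its name, a column could be tied to a sample only by its position or by its values. Neither was accepted as evidence of what a sample is. In total 54 value columns, 27 in each table, were left out of every step, and the depth of each sample is not reported for the same reason.

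A total of 20 comparisons had been laid out before the data were examined. They set each gall against its own leaf, each gall-bearing leaf against mature leaf, the generations against each other within a wasp species, and the species against each other within a generation. The last 2 kinds were planned in galls, in leaves and in the difference between gall and leaf. They were to use a quasi-likelihood model on the estimated counts. None was run. The planned gene sets, library distances and shared gall genes were not computed either, and no gene was named, since the rule for naming genes required those comparisons.

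Only the row names were analysed, with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Names were compared between the tables and matched exactly to the gene identifiers, locus tags, symbols, synonyms and versioned transcript and protein accessions of the RefSeq annotation of assembly dhQueRobu3.1. Names beginning with Loc were split into the fields they carry, which were taken at face value as a locus number, a transcript number, the number of transcripts of that locus, a confidence and a length. The unit of the length is not stated in the names. Names beginning with OCV were split into a prefix and a contig number. The 95% interval of a median was taken from binomial order statistics, and that of a percentage by Wilson's method. These intervals cover only the number of rows or of stated transcripts, treated as independent, and say nothing about biological variation. The alternatives tried were the longest row of each locus, rows with a stated confidence of at least 0.5, and all loci in place of those with several transcripts.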

Results

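Oak gall wasps lay eggs in oak tissue, which then grows into a gall around the larva, and many of these wasps alternate between a sexual and an asexual generation whose galls look different. The series sampled 4 kinds of gall on pedunculate oak leaves. Currant and blister galls belong to the sexual generation, and spangle and button galls to the asexual generation. Currant and spangle galls were made by one wasp species, and blister and button galls by another. The 12 gall samples comprised 3 samples of each kind. The 15 leaf samples comprised 3 samples of mature leaf and 3 samples of the leaf belonging to each of the 4 gall kinds.

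This layout addresses how galls of different generations of 1 species differ, and how galls of different species that share a niche differ. It implies comparisons of each gall with its own leaf, of gall-bearing with mature leaf, and of galls between generations and between species. None of these comparisons is reported. The sample labels name the tissue and the replicate. The names of the 27 value columns of each expression table begin with a letter and a running number. No label used here contains any of these letters with its number. The letter was R in 21 columns of each table, numbered 1 to 21, and S in the other 6, numbered 22 to 27. The sources used here do not say what the letters mean, so they were not read as a batch or a group. Expression values, library depths and replicate errors are therefore not given for any group.

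The sequences that were quantified can be described from their names without reading any value column. The table of estimated counts and the TPM table each listed 192097 sequences. All 192097 names were the same and in the same order in both tables, and 0 names occurred more than once. Of these names, 0 matched any of the 212831 identifiers in the RefSeq annotation of Quercus robur assembly dhQueRobu3.1. Gene symbols, genomic positions and exon or intron annotations could therefore not be attached to any row by name from this annotation. Matching by sequence was not tried.

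Names fell into a transcript family and a contig family. Names of the transcript family begin with Loc and made up 132990 rows, or 69.2% of the total. The other 59107 rows, or 30.8%, were contigs whose names begin with OCV4 or OCV3_prime. The plan for testing allowed rows to be summed to genes only if at least 80% of rows could be paired with a gene. Taking a locus as the gene, the share that can be paired was 69.2%, below that minimum, so the unit of testing would have been the single row.

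The transcript family covered 113975 loci, numbered up to 220753. Locus numbers without a row state no total and enter none of the counts below. Every locus stated 1 total number of transcripts on all of its rows, with 0 loci giving conflicting totals and 0 repeating a transcript number. A single transcript was stated for 89219 loci, or 78.3%. The remaining 24756 loci stated 124406 transcripts between them, of which 43771 were listed. The listed share was 35.2%, with a 95% Wilson interval of 34.9% to 35.4%. That interval treats the stated transcripts as independent, although they are grouped within these loci. All stated transcripts were listed for 2024 of these loci, or 8.18%. Locus 2163 stated the largest number of transcripts, 826, and 46 of them were listed.

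Stated lengths in the transcript family ranged from 100 to 20885. The median was 387, with a 95% interval of 384 to 390, and the quartiles were 221 and 903. Lengths below 200 were stated for 25132 rows, or 18.9%. The median stated length was 276 for rows of single-transcript loci and 1186 for rows of loci with several transcripts. A stated confidence of 1 was carried by 92652 rows, or 69.7%. Of these rows, 89215 belonged to the 89219 single-transcript loci, so the share mainly reflects how many loci stated 1 transcript. The median stated confidence was 0.6 for rows of loci with several transcripts. A confidence below 0.5 was carried by 15364 rows, or 11.6%.

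The contig family was numbered within each prefix. Names with the prefix OCV4 used 48208 different numbers, and the highest was 48672, so 99.0% of the numbers up to the highest were listed. Names with the prefix OCV3_prime used 10899 different numbers up to 70065, which is 15.6% of that range. Some names in each prefix carry the added term rep, whose meaning is not given in the sources used here. The term was carried by 37757 rows with the prefix OCV4 and by 5739 rows with the prefix OCV3_prime.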

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

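The alternatives reported here were chosen after the row names had been seen. The median stated length of the transcript family was 387 over all of its rows. It was 346 when only the longest row of each locus was kept and 337 when rows with a stated confidence of at least 0.5 were kept. Both values lie outside the 95% interval of 384 to 390. That interval reflects the number of rows and does not measure how far a choice of rows can move the median. By construction, keeping 1 row per locus changes the weight of loci with several transcripts, whose rows are longer. The cut on confidence left out 15364 rows. A confidence of 1 was stated for 89215 of the 89219 single-transcript loci. Nearly all rows left out by that cut therefore belonged to loci with several transcripts. The share of stated transcripts that were listed was 35.2% over loci with several transcripts and 62.3% over all loci with rows. Each of the 89219 single-transcript loci adds 1 stated and 1 listed transcript to the latter by construction. Locus numbers without a row enter neither share.

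None of the alternatives planned for the 20 comparisons was run, because the comparisons themselves were not made. These covered normalization, the test, the filter on low counts, the thresholds, the samples in the fit, the TPM table and leaving out each replicate. No paired analysis was possible because the value columns could not be matched to the samples and their replicate numbers. The depth of the libraries was not examined, since the value columns were left out of every step.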

Other observations

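No hypothesis about galls or leaves was tested. The row names do show how many of the transcripts stated for a locus have a row. Of the transcripts stated for loci with several of them, 64.8% were not among the rows used here. For 22732 of those 24756 loci at least 1 stated transcript was not among the rows. The names do not show why those transcripts were not among the rows. These figures count names and not reads or abundance. What the unlisted transcripts mean for a sum over the rows of a locus was not examined, since no value column was used. Whether sequences of the OCV and Loc families overlap, so that reads of 1 gene are divided among several rows, was not tested, since no sequences were used.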
